A study of Homo sapiens with 8 samples. Its data were reported in "Dual tumor suppressing and promoting function of Notch1 signaling in human prostate cancer" (2016).

How the data were processed

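Gene expression was profiled on Affymetrix Human Genome U95Av2 arrays, which carry sets of short oligonucleotide probes, in LNCaP and PC3 human prostate cancer cells made to express activated Notch1 or, as control, green fluorescent protein (GFP). The 8 arrays fell into 4 groups of 2 by the sample labels: PC3 GFP, PC3 Notch1, LNCaP GFP and LNCaP Notch1. Per the methods, the authors took the raw array files into R, summarised them with RMA, which corrects background, equalises the array distributions and combines the probes of a set, and then used limma. Versions of these tools are not given in the sources used here. The authors deposited 1 log2 expression value per probe set and array, with no pooling of arrays, and these log2 values were analysed as they stood. No source states whether the arrays of both lines were normalized together. The median log2 value was 5.95 to 6.01 on the PC3 arrays and 6.28 to 6.36 on the LNCaP arrays, so levels set across the lines carry that limit.

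The table held 12625 probe sets, of which 67 Affymetrix control probe sets were left out of the tests and 12558 were tested. The platform annotation gave 10943 of the tested probe sets 1 gene symbol, 545 several symbols and 1070 none. Genes were named only from probe sets with 1 symbol, which covered 8226 genes, 1928 of them by several probe sets. Entrez identifiers of 10934 named probe sets were found in the RefSeq gene table of assembly GRCh38.p14, used for names alone, and 0 symbols differed from it. NOTCH1 and HEY1 were not analysed here, and the values of 1 control transcript are not reported here.

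Changes were tested with limma 3.58.1 in R 4.3.3. One linear model with a mean for each of the 4 groups was fitted to all 8 arrays, so that the groups shared 1 estimate of the spread (4 residual and 6.37 prior degrees of freedom). The contrasts were Notch1 minus GFP in PC3, the same in LNCaP, the LNCaP effect minus the PC3 effect, and LNCaP GFP minus PC3 GFP. Standard errors and p-values are moderated by eBayes, tests are two-sided, and adjusted p-values are Benjamini-Hochberg values over all tested probe sets. A probe set was called at an adjusted p under 0.05, and counts are also given for changes of at least 2-fold (log2 of 1). The overlap of calls between lines was tested with two-sided Fisher's exact tests.

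For gene lists, each gene was represented by its probe set with the highest mean over all arrays. Lists with 5 or more measured genes were tested with camera at a preset inter-gene correlation of 0.01, and p-values were adjusted over 24 lists in 3 contrasts, 72 tests in all. Camera was repeated with a correlation estimated for each list, and fry, which asks whether the genes of a list move on balance in a common direction, was run beside it. The 25 lists covered the Notch pathway, DNA replication and S phase, G2 and mitosis, p53 targets, CDK inhibitors, the TGF-beta and SMAD pathway, androgen response, NF-kB targets and chemokines, interferon response, mesenchymal transition, epithelial junctions, basal epithelium, hypoxia response, amino acid and endoplasmic reticulum (ER) stress response, sterol and fatty acid synthesis, immediate early genes, histones, ribosomal proteins, stromal cells, leukocytes, neuroendocrine cells, identity genes of LNCaP and of PC3, and the tumor promoting and tumor suppressing genes that the study chose with the help of these samples. For each list, calls are given over all probe sets and adjusted over the list alone.

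The groups, the tests, the lists, the alternatives and the rule for named genes were chosen before the data were examined, except for additions made later: values under log2 5 raised to log2 5 for named genes, the alternatives run for the genes under the other observations, and the tests of other MAP2K5 probe sets, of signal from the GFP construct, of PC3 RNA and of array values near the ceiling in the closing section. The same replicate numbers occur in all groups, and the deviations of replicate 1 from the group means correlated at 0.124 to 0.545 in all 6 pairs of groups, so arrays of a number shared some structure, although no source says what a number marks. The model without the number was kept as planned, and the value with the number as a block is given where it changed a call or moved a count by over 1.5 times. The rule named NOTCH1 and HEY1, which were not analysed here, and HES1, CDKN1A, SMAD3, EPAS1 and CXCL6 whatever their test. It named in each line the 10 genes with the largest rise and the 10 with the largest fall among called genes whose Notch1 arrays both lay on the same side of both GFP arrays, and the 5 genes with the largest difference between lines in each direction. It also named up to 3 called members of each list with the largest change in either line, and the identity genes of both lines. A gene outside this rule is named only with a statement that it was chosen after its values were seen.

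Alternatives were median centring of each array, quantile normalization over the 8 arrays, filters on dim probe sets (above the 25th percentile or above the median of mean level), a floor at log2 5, control probe sets kept in the test, a trended or robust eBayes, the replicate number as a block, a test against a log2 change of 0.5 (treat), only the arrays of the line or construct concerned, other probe sets of a gene, and leaving out each array in turn, in which the lone array of a group was assumed to vary like the others. The procedure was tested on simulated data built from the array means and spread, with 50 probe sets seeded at each size among 12558. For PC3, 36% of changes of log2 0.5 and 100% of changes of log2 1 or more were called, with 6.76% false calls among all calls, and for LNCaP these values were 40%, 100% and 6.25%. These rates hold for the simulated data. Whether they carry over to the real arrays, where arrays of a replicate number shared some structure, was not tested. Tables were read and figures drawn with Python 3.11.15 and matplotlib 3.10.9.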

Results

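LNCaP cells, which come from a lymph node metastasis of prostate cancer and respond to androgens, and PC3 cells, which come from a bone metastasis and grow without androgens, were profiled after acute expression of activated Notch1, a form of the receptor that signals without ligand, or of GFP alone. The design asked which genes respond to Notch activation in each line. Each of the 4 groups had 2 arrays, so n = 2 behind every group mean, and the number of arrays limits the precision of every value. Per the methods, 2 chips were made per sample. The p-values therefore measure only the spread between these arrays, which may be technical.

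Arrays of a group correlated at r = 0.995 to 0.998 across probe sets, which are not independent replicates. GFP and Notch1 arrays correlated at 0.986 to 0.991 in PC3 and at 0.980 to 0.983 in LNCaP, and arrays of different lines at 0.877 to 0.894. Between 36.6% and 37.6% of probe sets on a PC3 array, and 31.9% to 33.1% on an LNCaP array, lay under log2 5, a range in which changes depend on the array background. The 3' minus 5' difference of the ACTB control probe sets, a sign of RNA integrity, was 0.38 ± 0.07 and 0.33 ± 0.08 in PC3 GFP and PC3 Notch1, against 0.62 ± 0.06 and 0.45 ± 0.10 in LNCaP GFP and LNCaP Notch1 (log2, SD, n = 2). For GAPDH these values were 0.02 ± 0.07, -0.06 ± 0.03, 0.56 ± 0.01 and 0.38 ± 0.03.

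Activation of the pathway was first read from HES1, the canonical Notch target and a transcriptional repressor. HES1 rose 5.89-fold in PC3 (log2 2.56, SE 0.12, adjusted p = 4.22e-07) and 6.88-fold in LNCaP (log2 2.78, SE 0.12, adjusted p = 3.12e-07). The difference between the lines was 0.23 (adjusted p = 0.36), and 0.61 with adjusted p = 0.0338 after quantile normalization. CDKN1A, which encodes the cell cycle inhibitor p21, rose 3.34-fold in PC3 (log2 1.74, SE 0.13, adjusted p = 1.90e-05) from a mean of 6.40 to 8.14. In LNCaP, where its mean was already 11.1 with GFP, the value was 0.10 (adjusted p = 0.693), and the lines differed by -1.64 (adjusted p = 0.000278). SMAD3, a mediator of TGF-beta signals, rose 2.88-fold in PC3 (log2 1.53, SE 0.17, adjusted p = 0.000341) and 1.61-fold in LNCaP (log2 0.68, adjusted p = 0.0176). Of 3 other SMAD3 probe sets, 2 were called in both lines, and 1 gave 0.37 and 0.25 and was not called in either. The LNCaP call was lost without LNCaP GFP replicate 2 (0.55, adjusted p = 0.120) and without LNCaP Notch1 replicate 1 (0.57, adjusted p = 0.139). EPAS1, the hypoxia-inducible factor HIF-2alpha, rose 1.79-fold in LNCaP (log2 0.84, SE 0.14, adjusted p = 0.00197). Its value in PC3 was 0.23 (adjusted p = 0.317), a second EPAS1 probe set gave -0.04 and 0.24 in PC3 and LNCaP, and the difference of 0.61 between lines (adjusted p = 0.0655) passed the test without PC3 GFP replicate 2 (0.74, adjusted p = 0.0293) and with the replicate block (adjusted p = 0.0173). CXCL6, a chemokine that attracts neutrophils, rose 23.7-fold in PC3 (log2 4.56, SE 0.18, adjusted p = 2.59e-07), against 0.14 in LNCaP (adjusted p = 0.693).

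**Figure D1:**
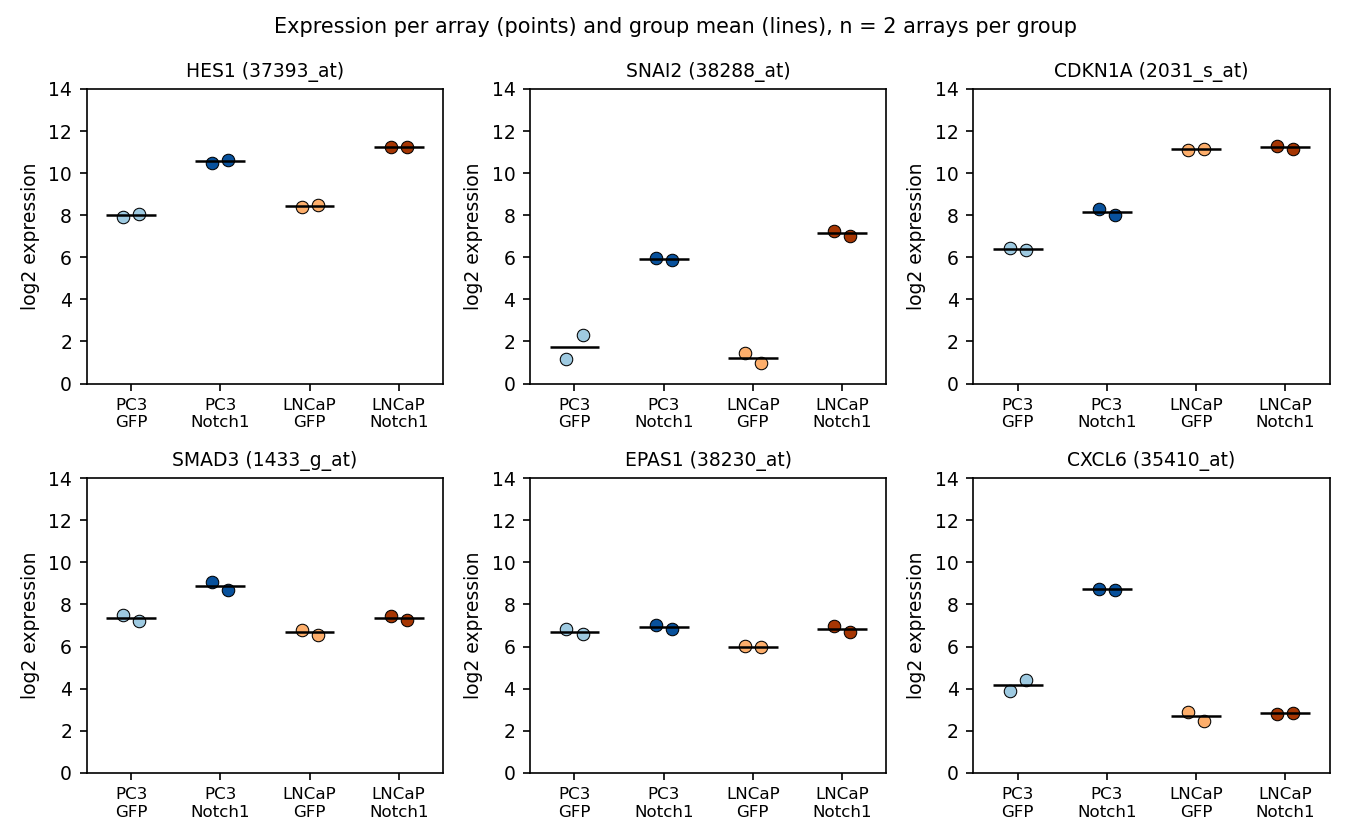
Log2 expression (y axis) of HES1, SNAI2, CDKN1A, SMAD3, EPAS1 and CXCL6 on each array of the 4 groups (x axis), with points for arrays and lines for group means (n = 2). HES1 lay higher with Notch1 in both lines (changes of 2.56 and 2.78), whereas CXCL6 and CDKN1A rose in PC3 (4.56 and 1.74) and had values of 0.14 and 0.10 in LNCaP.

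In PC3 cells, activated Notch1 raised 526 probe sets (426 genes) and lowered 253 (209 genes). The largest rise was that of SERPINB3, a protease inhibitor of squamous epithelium, at 101-fold (log2 6.66, SE 0.21, adjusted p = 8.19e-08), measured by a probe set of a type that related transcripts can share. TFF1, a secreted trefoil peptide of mucosal epithelium, rose 25.8-fold (log2 4.69), SNAI2, a repressor of E-cadherin that acts in epithelial to mesenchymal transition, 18.04-fold (log2 4.17), and CYP1B1, a cytochrome P450 that metabolises estrogens, 15.5-fold (log2 3.95). ADGRG6, an adhesion receptor, rose 12.2-fold, CXCL8, the neutrophil chemokine IL-8, 10.6-fold, CCN1, a matrix protein, 10.5-fold, CSN1S1, a milk casein, 9.64-fold, and ROR1, a receptor of Wnt5a, 8.26-fold. The largest fall was that of 1 MAP2K5 probe set, by 9.27 on the log2 scale (-7.77 with values under log2 5 raised to that level), and the closing section returns to it because 4 other probe sets of this gene did not show it. COL5A2, a fibrillar collagen, fell by 2.19, LPAR1, a lysophosphatidic acid receptor, by 1.79, ANXA10, an annexin, by 1.73, RGS2, a regulator of G protein signals, by 1.57, and ITGB4, the hemidesmosome integrin, by 1.51, against -0.20 at another ITGB4 probe set. MMP1 and MMP13, collagenases, fell by 2.87 and 1.90, NTS, the peptide neurotensin, by 1.93, and complement C5 by 1.56, but these 4 lay near the background, and with values under log2 5 raised to that level none of them passed the test (-0.11 for MMP1 and 0.00 for the others). The same floor left smaller rises of SERPINB3 (13.7-fold, below the 25.8-fold of TFF1, which lay above the floor), SNAI2 (1.89-fold), CYP1B1 (4.22-fold), CSN1S1 (2.94-fold), ADGRG6 (5.88-fold), CXCL6 (13.2-fold) and CCN1 (6.64-fold).

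Genes of the amino acid and ER stress response moved up together in PC3, with 8 of 20 measured members higher, none lower and 12 not past the test (13 higher and 0 lower adjusted over the list alone, median 0.45). CEBPB, a transcription factor of stress and differentiation, rose by 0.85. The list shift had an adjusted p of 3.05e-08 by camera, and adjusted p = 0.0812 with an estimated correlation. In the DNA replication and S phase list 4 of 29 genes rose and 0 fell (6 and 0 adjusted over the list alone, median 0.21), among them RRM2, the regulatory subunit of ribonucleotide reductase, by 0.95. This list shift had an adjusted p of 6.26e-06 (adjusted p = 0.067 with an estimated correlation). Mesenchymal transition genes were higher in 6 of 17 and lower in 0 (the same adjusted over the list alone), led by SNAI2 and by TIMP1, an inhibitor of metalloproteinases, which rose by 1.74. The median of this list was only 0.01 against a mean of 0.55 (adjusted p = 0.00827, and adjusted p = 0.129 with an estimated correlation), and the shift was not called among probe sets above the 25th percentile of level (adjusted p = 0.125). Of 23 genes of the TGF-beta and SMAD pathway, 5 rose and 0 fell (5 and 0 adjusted over the list alone, median 0.03), SMAD3 among them. Its adjusted p of 0.022 became 0.133 without PC3 GFP replicate 2 and 0.0607 without PC3 Notch1 replicate 2, and adjusted p = 0.208 with an estimated correlation.

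Of 27 NF-kB targets and chemokines 5 rose in PC3 and 0 fell (6 and 2 adjusted over the list alone), with CXCL6, CXCL8 and CXCL2, another neutrophil chemokine, at the top. CXCL2 rose by 2.09, a call lost with the log2 5 floor (0.79, adjusted p = 0.0515). The median of the list was -0.04, its mean 0.42 and its test upward (adjusted p = 0.046, and adjusted p = 0.48 with an estimated correlation), and the call was lost without PC3 GFP replicate 2 (adjusted p = 0.222), PC3 Notch1 replicate 2 (0.111) or LNCaP Notch1 replicate 2 (0.0549) under median centring (0.0544), with the mean of a gene's probe sets (0.0864) and with the replicate block (0.0796). Among 16 p53 targets 5 rose and 1 fell (the same adjusted over the list alone, median 0.04). The paper found no detectable p53 protein in PC3 and cites a reported deletion of its gene. The list is therefore not read as p53 activity in this line. CDKN1A rose, and PLK2, a polo-like kinase, rose by 2.83 with a call that the floor ended (0.22, adjusted p = 0.677). The member that fell, by 1.48, was GDF15, a stress cytokine, chosen after its values were seen. The list's adjusted p of 0.0473 (adjusted p = 0.208 with an estimated correlation) rose to 0.0706 without PC3 GFP replicate 2, 0.0508 and 0.0605 without LNCaP Notch1 replicates 1 and 2, 0.0569 under median centring, 0.0726 above the 25th percentile of level, 0.0619 with the mean of a gene's probe sets, and 0.0722 both under quantile normalization and with the replicate block. The identity genes of PC3 itself were higher in 7 of 15 and lower in 0 (7 and 3 adjusted over the list alone, median 0.34, adjusted p = 0.000354, and adjusted p = 0.0857 with an estimated correlation), including S100A2, a calcium-binding protein of basal epithelium, by 1.18, PLAU, the urokinase, by 0.91 and the hyaluronan receptor CD44 by 0.91, with 0.998 and 1.60 at 2 other CD44 probe sets that were called and -0.03, 0.06, 0.08 and -0.04 at 4 that were not.

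Leukocyte markers, a check for another cell type, lay lower in PC3 as a list (median -0.25, adjusted p = 0.022, and adjusted p = 0.433 with an estimated correlation), with 1 of 15 called lower and 0 higher (the same adjusted over the list alone). The median change of all probe sets in PC3 was -0.08. The arrays were of cultured lines, so the shift of this list is not read as a change in leukocytes. This shift was lost without PC3 GFP replicate 1 (adjusted p = 0.0966) or PC3 Notch1 replicate 1 (0.0889), and by fry (0.0550). Of the 9 tumor promoting genes that the study chose partly on these samples, 4 rose and 0 fell (6 and 0 adjusted over the list alone, median 0.45, adjusted p = 2.33e-08, and 0.0466 with an estimated correlation), and of the 4 tumor suppressing genes 1 fell and 0 rose (the same adjusted over the list alone, median -0.11, too few for camera). That choice means that neither count is independent evidence of direction.

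The other lists were not called in PC3. Basal epithelium had 5 of 14 genes higher and 1 lower (median 0.10, adjusted p = 0.0557, and past the threshold without PC3 GFP replicate 1 at 0.0358 or PC3 Notch1 replicate 1 at 0.0461). KRT15, a keratin of basal cells, rose by 1.09 and ITGB4 fell. Immediate early genes had 5 of 22 higher, CCN1 among them, and 1 lower (5 and 2 adjusted over the list alone), with a median of -0.05, a mean of 0.22 and an upward test (adjusted p = 0.253). Sterol and fatty acid synthesis had 3 of 18 higher (5 adjusted over the list alone, median 0.00, adjusted p = 0.13), hypoxia response 1 of 19 (2 higher and 2 lower adjusted over the list alone, median 0.03, adjusted p = 0.408), and the Notch pathway 1 of 15, HES1 (median -0.11, mean 0.08 and an upward test with adjusted p = 0.945, downward with the replicate block). G2 and mitosis genes had 1 of 29 higher (median -0.09, adjusted p = 0.827) and CDK inhibitors 1 of 6, CDKN1A (1 higher and 2 lower adjusted over the list alone, median -0.06, mean 0.14, upward test, adjusted p = 0.896). Epithelial junctions had 1 higher and 2 lower of 21 (median -0.06, mean 0.02, downward test, adjusted p = 0.955), where PKP2, a desmosome protein, rose by 2.45 at levels under log2 5, so that no change was left with the floor (0.00). Androgen response had 1 of 16 lower (median -0.14, adjusted p = 0.161), interferon response 1 of 28 lower (median -0.18, adjusted p = 0.0984, and 0.0472 without PC3 Notch1 replicate 2), and neuroendocrine cells 1 of 11 lower, NTS (1 higher and 3 lower adjusted over the list alone, median -0.10, adjusted p = 0.297). With 0 members called by limma, the medians were -0.16 for 9 histones (adjusted p = 0.67), -0.21 for 13 stromal markers (adjusted p = 0.158) and -0.28 for 8 LNCaP identity genes (adjusted p = 0.0596). For 25 ribosomal proteins the median was -0.02 (-0.03 after quantile normalization) with an upward test that turned downward under that normalization (adjusted p = 0.727). By fry, which does not compare a list with other genes, the Notch pathway, androgen response, basal epithelium, immediate early, stromal, neuroendocrine and LNCaP identity lists moved (adjusted p of 0.00976 to 0.0448). Where no count over the list alone is given in this paragraph, it equalled the count over all probe sets.

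The 779 calls in PC3 were 6.20% of 12558 probe sets at limma's adjusted p under 0.05, and 153 rises and 35 falls reached 2-fold. The counts of rises and falls rested on single arrays: they were 259 and 101 without PC3 GFP replicate 1, 1003 and 691 without PC3 GFP replicate 2 (281 rises of 2-fold or more), 191 and 65 without PC3 Notch1 replicate 1, and 187 and 64 without PC3 Notch1 replicate 2. With the log2 5 floor they were 208 and 139, with only the 4 PC3 arrays in the fit 350 and 120, and with the replicate block 919 and 588. The floor also changed the estimate of spread (prior degrees of freedom from 6.37 to 0.386), so its counts do not measure background signal alone.

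In LNCaP cells, activated Notch1 raised 1006 probe sets (793 genes) and lowered 1170 (922 genes). The largest rises were those of TFF1, at 65.3-fold (log2 6.03, SE 0.17, adjusted p = 4.17e-08), and SNAI2, at 60.5-fold (log2 5.92, SE 0.29, adjusted p = 8.59e-07) or 4.39-fold with the log2 5 floor. CLEC2B, a C-type lectin, rose 19.4-fold (11.4-fold with the floor), TNFSF10, the death receptor ligand TRAIL, 14.3-fold (2.77-fold with the floor), GSN, the actin-severing protein gelsolin, 13.4-fold (8.54-fold with the floor), and SCGN, a calcium-binding protein of endocrine cells, 12.6-fold. TP53I3, an oxidoreductase that p53 induces, rose 11.2-fold, OAT, ornithine aminotransferase, 10.7-fold (5.72-fold with the floor), CITED1, a transcriptional coactivator, 10.1-fold, and SCGB1A1, a secretoglobin of airway epithelium, 9.95-fold. The same MAP2K5 probe set fell by 9.34 (-9.07 with the floor). PRUNE2 fell by 2.89, SSBP2, a DNA-binding protein, by 2.53, RAMP1, which modifies the calcitonin-like receptor, by 2.41, LRBA, a vesicle trafficking protein, by 2.37, and SIK1, a salt-inducible kinase, by 2.36. PIK3R1, the p85alpha subunit of PI3 kinase, fell by 2.35, NCAM2, an adhesion molecule, by 2.31, and UGT2B17, which glucuronidates androgens and whose probe set type is shared within the gene family, by 2.25. PLCB4, a phospholipase, fell by 2.47 at 1 probe set and by 0.90 there with the floor, while others gave -0.75 and 0.01.

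Cell cycle genes rose together in LNCaP. Of 29 G2 and mitosis genes 28 rose, 0 fell and 1 was not past the test (the same adjusted over the list alone), with a median of 1.59 (adjusted p = 9.89e-27, and 0.0466 with an estimated correlation). CDK1, the mitotic cyclin-dependent kinase, rose 5.02-fold (log2 2.33, SE 0.14, adjusted p = 2.50e-06). TTK and BUB1, spindle checkpoint kinases, rose by 2.55 and 2.16 from low levels, and lost their calls with the floor (0.37 and 0.27). Of 29 DNA replication and S phase genes 26 rose and 0 fell (27 and 0 adjusted over the list alone), with a median of 0.93 (adjusted p = 2.48e-19, and 0.0466 with an estimated correlation). RRM2 rose by 2.41, MCM4, a subunit of the replicative helicase, by 2.04, and CDC6, which loads that helicase, by 1.99 (1.15 with the floor), against 0.39 at another CDC6 probe set that was not called. CDK inhibitors were called higher in 2 of 6, CDKN2B by 0.85 and CDKN2A by 0.58, with 0 lower (the same adjusted over the list alone, median 0.15, adjusted p = 0.131).

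Androgen response genes fell in LNCaP, 10 of 16 lower, 1 higher and 5 not past the test (the same adjusted over the list alone, median -0.68, adjusted p = 6.26e-06, and adjusted p = 0.0857 with an estimated correlation). ACP3, prostatic acid phosphatase, fell by 1.91, and ABCC4, an organic anion exporter, and KLK2, a kallikrein of the prostate, by 1.51 each. The member that rose, NCAPD3, is also a condensin subunit of dividing cells, and its value of 1.03 was chosen after it was seen. The identity genes of LNCaP, of which 6 are also in the androgen list, were lower in 6 of 8 and higher in 0 (the same adjusted over the list alone, median -1.13, adjusted p = 2.04e-06, and adjusted p = 0.0611 with an estimated correlation). Sterol and fatty acid synthesis genes were lower in 9 of 18 and higher in 0 (10 and 0 adjusted over the list alone, median -0.42, adjusted p = 2.06e-05, and adjusted p = 0.109 with an estimated correlation), with INSIG1, a sterol sensor partner, at -0.81. In the ER stress list 10 of 20 fell and 1 rose (11 and 1 adjusted over the list alone, median -0.46, adjusted p = 2.06e-05, and adjusted p = 0.116 with an estimated correlation). HERPUD1, an ER-associated degradation protein, fell by 1.42, DDIT3, the stress factor CHOP, by 1.18, and CEBPB by 1.13, and the member that rose by 0.81, chosen after its values were seen, was SEL1L, of the same degradation machinery.

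Hypoxia response genes were higher in 5 of 19 and lower in 0 (8 and 0 adjusted over the list alone, median 0.31, adjusted p = 0.000253, and adjusted p = 0.139 with an estimated correlation), with P4HA2, a collagen prolyl hydroxylase, at 1.61, HIF1A at 1.46 and the repressor BHLHE40 at 1.43. Mesenchymal transition genes were higher in 3 of 17 and lower in 0 (the same adjusted over the list alone, median 0.20, mean 0.63), with SNAI2 first and FN1, fibronectin, at 1.85. That list had an adjusted p of 0.0219 (adjusted p = 0.161 with an estimated correlation), which became 0.0746 without LNCaP Notch1 replicate 2. Of the study's own promoting genes 7 of 9 rose and 0 fell (the same adjusted over the list alone, median 1.25, adjusted p = 7.30e-08, and 0.0466 with an estimated correlation), OAT and SNAI2 foremost, and all 4 suppressing genes fell (4 adjusted over the list alone, median -1.30), among them ENDOD1 by 1.87 and SLC27A2, a fatty acid transporter, by 1.77. These lists were chosen with the help of the same samples and are not independent evidence. The promoting list also counted in the adjustment that gave the cell cycle lists their 0.0466, to which the closing section returns. The 3' minus 5' values of ACTB and GAPDH given above, 0.62 and 0.56 with GFP against 0.45 and 0.38 with Notch1, differed between the same groups in which these lists moved.

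The other lists were not called in LNCaP. The Notch pathway had 4 of 15 higher and 2 lower (5 and 2 adjusted over the list alone, median 0.28, adjusted p = 0.22), where CCND1, cyclin D1, rose by 1.53 with HES1, and JAG2, a Notch ligand, fell by 1.70. The p53 targets had 5 of 16 higher and 2 lower (7 and 2 adjusted over the list alone, median 0.27, adjusted p = 0.0506), TP53I3 and SFN, the adapter 14-3-3 sigma, rising by 3.48 and 1.75. This adjusted p was 0.0362 without LNCaP GFP replicate 2 and 0.0472 without PC3 Notch1 replicate 2, and the list was called under median centring (0.0387) and quantile normalization (0.0203). TGF-beta and SMAD genes had 3 of 23 higher, ID1, an inhibitor of differentiation factors, by 1.44, with a median of 0.23 and an adjusted p of 0.0506 that lay at 0.0447 to 0.0495 without PC3 GFP replicate 1 or 2, PC3 Notch1 replicate 1 or 2, LNCaP GFP replicate 1 or LNCaP Notch1 replicate 1, and at 0.0491 under median centring and 0.0479 with the replicate block. Immediate early genes had 2 higher, CCN1 by 2.91, and 8 lower of 22 (3 and 8 adjusted over the list alone), DUSP2, a MAP kinase phosphatase, by 1.00 (median -0.03, adjusted p = 0.0971). Epithelial junctions had 2 higher and 7 lower of 21 (4 and 7 adjusted over the list alone), CLDN3, a tight junction claudin, falling by 1.36 and DSP, desmoplakin, rising by 1.18, with a median of 0.00 and a mean of -0.15 (adjusted p = 0.131). Histones had 2 higher and 2 lower of 9, with H1-2 at 1.82, H2AX at 1.45 and H2BC21 at -1.23 (median -0.06, mean 0.14, upward test, adjusted p = 0.945). Interferon response had 2 higher, IFI44 by 1.42, and 1 lower of 28 (1 and 1 adjusted over the list alone, median 0.11, adjusted p = 0.23), and NF-kB targets 1 higher and 1 lower of 27 (1 and 0 adjusted over the list alone, median 0.08, adjusted p = 0.534). Stromal markers had 1 of 13 higher, ACTA2, smooth muscle actin, by 1.28 (median 0.13, adjusted p = 0.12), and basal epithelium 2 of 14 higher (median 0.01, adjusted p = 0.691). PC3 identity genes had 2 of 15 higher, ANXA1, an annexin, by 3.24 (median 0.09, adjusted p = 0.109, and 0.0429 without LNCaP Notch1 replicate 1). Neuroendocrine cells had 1 of 11 lower, NTS (0 adjusted over the list alone, median -0.02, adjusted p = 0.67), at -0.60 with a call lost without any 1 of the 6 arrays of LNCaP or of PC3 Notch1 (-0.53 to -0.68). None of 15 leukocyte markers (median 0.12, adjusted p = 0.408) and none of 25 ribosomal proteins were called by limma. The ribosomal median was -0.01 (0.03 after quantile normalization), the mean 0.00 and the test downward (adjusted p = 0.86). By fry the Notch pathway, p53, CDK inhibitor, TGF-beta, junction, immediate early, stromal and PC3 identity lists moved (adjusted p of 0.000543 to 0.0220). Where no count over the list alone is given in this paragraph, it equalled the count over all probe sets.

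**Figure D2:**
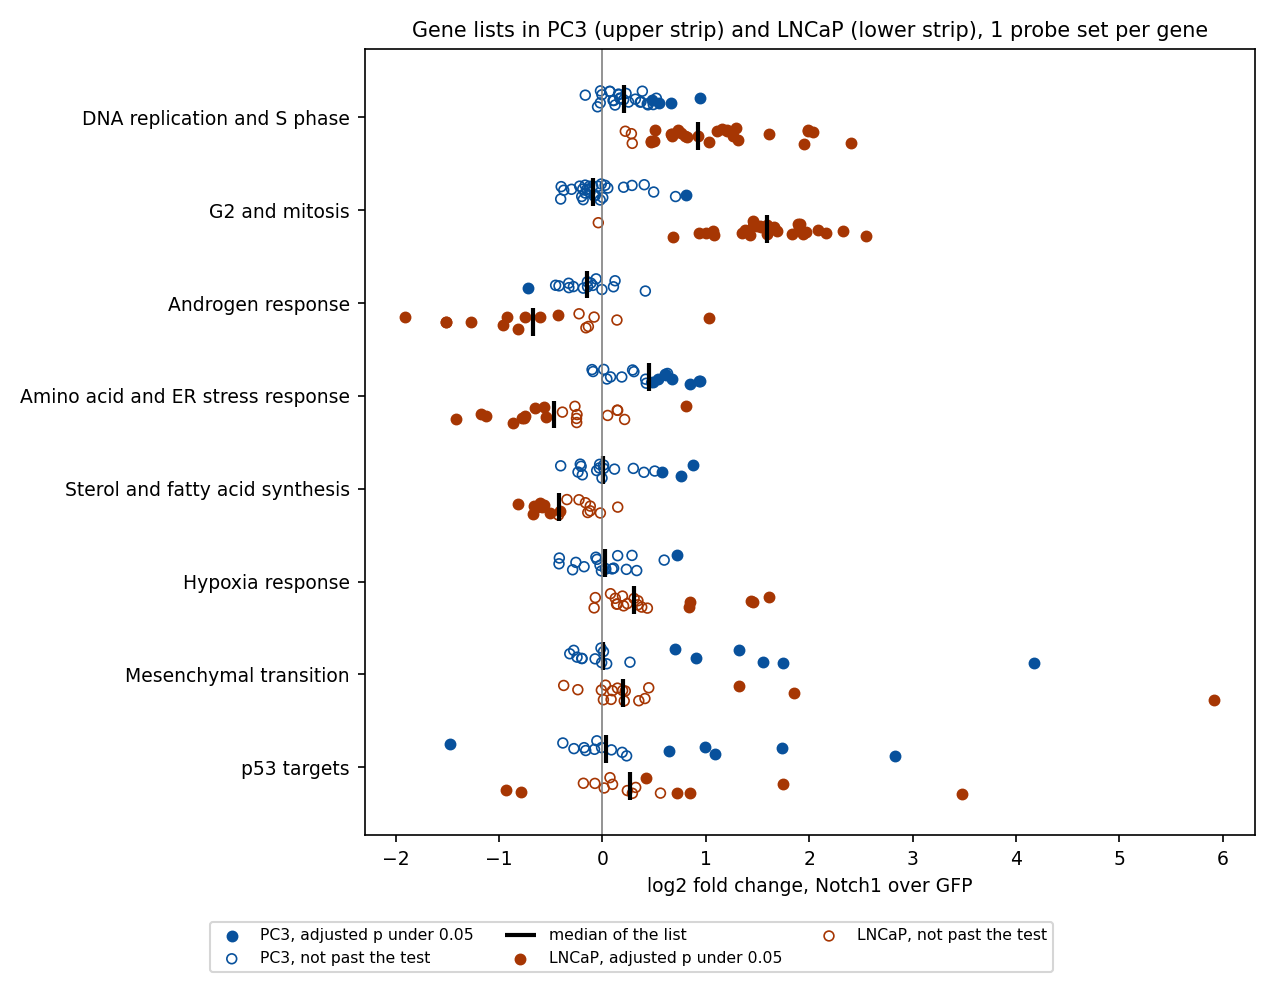
Log2 fold change of Notch1 over GFP (x axis) for the members of 8 gene lists (y axis), with PC3 in the upper and LNCaP in the lower strip of each list, filled points past an adjusted p of 0.05, open points not past it, and black bars at list medians. The median of the G2 and mitosis list was 1.59 in LNCaP and -0.09 in PC3, and that of the ER stress list -0.46 and 0.45.

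The 2176 calls in LNCaP were 17.3% of the probe sets, with 283 rises and 239 falls of at least 2-fold. Under median centring the 2-fold counts were 260 rises and 291 falls, so their balance depended on the scaling. Without LNCaP GFP replicate 2 there were 655 rises and 679 falls, without LNCaP Notch1 replicate 1 there were 539 rises, and without LNCaP Notch1 replicate 2 there were 638 falls. Whether rises or falls were more numerous depended on the array left out. With the log2 5 floor, which also changed the estimate of spread, 685 rises and 730 falls were called.

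Whether the lines responded differently was tested directly as the LNCaP effect minus the PC3 effect. The differences with the most positive values were those of CLEC2B (4.39, adjusted p = 1.88e-06), SCGN (3.91), TNFSF10 (3.63), TP53I3 (3.56) and SCGB1A1 (3.55), genes called higher in LNCaP whose PC3 values lay between -0.25 and 0.21. The most negative were those of SERPINB3 (-6.73, adjusted p = 1.88e-06), CXCL6 (-4.42), CYP1B1 (-3.96), CXCL8 (-3.26) and ROR1 (-3.26), called higher in PC3 with LNCaP values between -0.21 and 0.15. In the G2 and mitosis list the difference was positive in 27 of 29 genes and negative in 0 (the same adjusted over the list alone, median 1.59, adjusted p = 3.41e-20, and 0.0466 with an estimated correlation), and in the S phase list in 15 of 29 and 0 (23 and 0 adjusted over the list alone, median 0.73, adjusted p = 9.69e-09, and 0.0466 with an estimated correlation). CDK1 differed by 2.28 and MCM4 by 1.60. The ER stress list differed the other way, with 14 of 20 genes negative and 0 positive (15 and 0 adjusted over the list alone, median -0.76, adjusted p = 2.41e-09, and adjusted p = 0.0685 with an estimated correlation), HERPUD1 by -2.03 and CEBPB by -1.97.

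Sterol and fatty acid synthesis was negative in 8 of 18 and positive in 0 (10 and 0 adjusted over the list alone, median -0.55, adjusted p = 2.06e-05, and adjusted p = 0.109 with an estimated correlation). Androgen response was negative in 5 of 16 and positive in 1 (7 and 1 adjusted over the list alone, median -0.41, adjusted p = 0.00283, and adjusted p = 0.164 with an estimated correlation), with ACP3 at -1.58 and ABCC4 at -1.33, and LNCaP identity in 5 of 8 and 0 (the same adjusted over the list alone, median -0.93, adjusted p = 0.000459, and adjusted p = 0.0889 with an estimated correlation). Hypoxia response was positive in 3 of 19 and negative in 0 (6 and 0 adjusted over the list alone, median 0.37, adjusted p = 0.0057, and adjusted p = 0.208 with an estimated correlation), with P4HA2 at 1.32. Immediate early genes were negative in 8 of 22 and positive in 2 (10 and 3 adjusted over the list alone, median -0.23, adjusted p = 0.023, and adjusted p = 0.229 with an estimated correlation), a shift not called without PC3 GFP replicate 2 (0.0575). Markers of other cell types differed as lists as well, stromal cells with 2 of 13 positive, ACTA2 at 1.53 (median 0.26, adjusted p = 0.0473, and adjusted p = 0.331 with an estimated correlation), and leukocytes with 1 of 15 (0 adjusted over the list alone, median 0.36, adjusted p = 0.046, and adjusted p = 0.443 with an estimated correlation). The stromal call was lost without PC3 GFP replicate 1 (0.0585) or 2 (0.0706), PC3 Notch1 replicate 1 (0.0817), LNCaP GFP replicate 1 (0.0549) or 2 (0.0734) or LNCaP Notch1 replicate 2 (0.0830), above the 25th percentile of level (0.0622) and with the replicate block (0.0508). The leukocyte call was lost without PC3 GFP replicate 1 (0.101), PC3 Notch1 replicate 1 (0.0960), LNCaP GFP replicate 1 (0.0549) or 2 (0.0649) or LNCaP Notch1 replicate 2 (0.161), under quantile normalization (0.112), with the mean of a gene's probe sets (0.0626), with the replicate block (0.0508) and by fry (0.0556).

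The other lists did not pass this test, although single members did. The p53 targets were positive in 4 and negative in 4 of 16 (5 and 4 adjusted over the list alone, median 0.14, adjusted p = 0.827), CDK inhibitors in 2 and 1 of 6 (3 and 1 adjusted over the list alone, median 0.45, adjusted p = 0.482), and the Notch pathway in 3 and 2 of 15 (median 0.34, adjusted p = 0.408). NF-kB targets were positive in 2 and negative in 5 of 27 (2 and 6 adjusted over the list alone, median 0.10, mean -0.33, downward test, adjusted p = 0.23), TGF-beta and SMAD genes in 1 and 2 of 23 (median 0.07, mean 0.04, downward test, adjusted p = 0.896) and mesenchymal genes in 2 and 2 of 17 (4 and 5 adjusted over the list alone, median 0.23, adjusted p = 0.936). Epithelial junctions had 1 and 6 of 21 (median -0.01, adjusted p = 0.158), basal epithelium 1 and 3 of 14 (3 and 6 adjusted over the list alone, median 0.03, mean -0.11, downward test, adjusted p = 0.297) and PC3 identity 1 and 5 of 15 (2 and 7 adjusted over the list alone, median 0.15, mean -0.21, downward test, adjusted p = 0.166). Interferon response had 5 positive of 28 (median 0.26, adjusted p = 0.0641, and 0.0372, 0.0409 and 0.0489 without PC3 GFP replicate 2, PC3 Notch1 replicate 2 and LNCaP Notch1 replicate 1). Histones had 2 and 1 of 9 (median -0.13, mean 0.23, upward test, adjusted p = 0.827), neuroendocrine cells 1 positive of 11 (median 0.14, adjusted p = 0.607), and ribosomal proteins 0 of 25 (median -0.00, 0.04 after quantile normalization, mean 0.01, downward test, adjusted p = 0.732). The study's promoting genes had 5 positive and 2 negative of 9 (6 and 2 adjusted over the list alone, median 0.63, adjusted p = 0.123, and 0.0394 after quantile normalization), and its suppressing genes 1 negative of 4, ENDOD1 (4 adjusted over the list alone, median -0.77), with the same lack of independence. By fry the Notch pathway, p53, interferon, PC3 identity and promoting lists differed (adjusted p of 0.00858 to 0.0235). Where no count over the list alone is given here, it equalled the count over all probe sets.

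By limma 1778 probe sets (14.2%) differed between the lines at an adjusted p under 0.05, 815 in the positive direction (646 genes) and 963 in the negative (770 genes), with 289 and 487 of them by 2-fold or more. The positive and negative counts were 1348 and 1316 without PC3 GFP replicate 2, 408 and 593 without PC3 Notch1 replicate 1, 400 and 550 without PC3 Notch1 replicate 2, 470 and 613 without LNCaP GFP replicate 2, 415 and 666 without LNCaP Notch1 replicate 1, and 495 and 568 without LNCaP Notch1 replicate 2, and 1445 differences were positive with the replicate block. The share of positive differences was 45.8%, and 30.4% when each array was centred on its median.

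The study pooled genes changed in either line, so the overlap of both responses was tested. Both lines raised 129 probe sets, against 42.1 if the calls were independent (odds ratio 4.13, Fisher's exact p = 1.92e-32), and lowered 43, against 23.6 (odds ratio 2.03, Fisher's exact p = 0.000106). Several probe sets can share a gene, and both contrasts share the spread estimate of each probe set. The expected counts and p-values of these overlap tests are therefore only a guide. HES1, SNAI2, TFF1 and CCN1 were raised in both lines, and the difference of CCN1 was -0.48 (adjusted p = 0.144). The opposite combinations did not exceed chance, with 60 probe sets higher in PC3 and lower in LNCaP against 49.0 (Fisher's exact p = 0.0921) and 18 lower in PC3 and higher in LNCaP against 20.3 (Fisher's exact p = 0.725). Across all probe sets, which are not independent, the log2 changes of the lines correlated at r = 0.143 (rho = -0.016), and at r = 0.228 over the 2705 called in either line. The value of r was 0.0798 without LNCaP GFP replicate 1 and 0.201 without LNCaP GFP replicate 2. The count raised in both lines was 82 and 224 without PC3 GFP replicates 1 and 2, 48 and 52 without PC3 Notch1 replicates 1 and 2, and 65 and 75 without LNCaP Notch1 replicates 1 and 2, and the count lowered in both was 26 without PC3 GFP replicate 1 and 18 and 19 without PC3 Notch1 replicates 1 and 2. With the replicate block 225 were raised and 91 lowered in both. Of 529 probe sets called in PC3 alone the difference was itself called for 323, and of 1926 called in LNCaP alone for 1045.

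**Figure D3:**
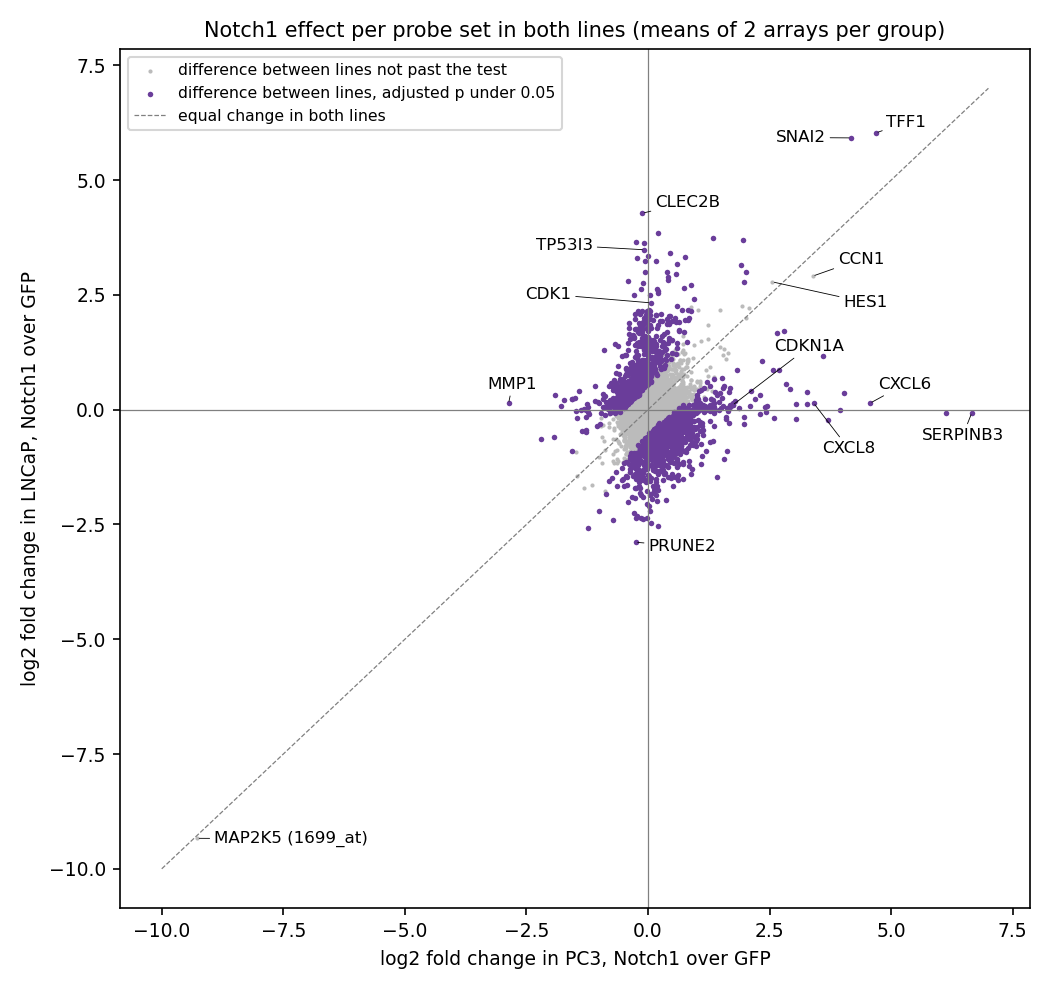
Log2 fold change of Notch1 over GFP in PC3 (x axis) and LNCaP (y axis) for each of 12558 probe sets, from means of 2 arrays per group, with purple points where the difference between lines passed an adjusted p of 0.05, grey points elsewhere and a dashed line of equal change. HES1 (2.56 and 2.78) lies near that line, CXCL6 (4.56 and 0.14) near the horizontal axis and CLEC2B (-0.11 and 4.28) near the vertical axis.

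The GFP arrays of both lines were compared to check the line labels and the level from which genes responded, as log2 LNCaP minus PC3. LNCaP GFP was higher for UGT2B17 (5.41), ACP3 (5.34), KLK2 (5.20), TMPRSS2, a membrane protease under androgen control (3.94), UGT2B15, another androgen glucuronidase (2.34), and KLK3, which encodes prostate-specific antigen (1.49, with 0.09, 0.79, 1.51, 2.55 and 2.56 at other probe sets). PC3 GFP was higher for LGALS1, galectin-1 (-8.43), CAV1 and CAV2, caveolins (-7.32 and -6.67, and -0.02 at another CAV2 probe set), PLAU (-5.63), ANXA1 (-5.53), S100A2 (-5.13), CD44 (-4.04, with -5.68, -5.15 and -1.99 at other probe sets and -0.21 to -0.01 at 3 that were not called), VIM, vimentin (-2.92), the receptor MET (-1.72, with -1.51, -1.09 and 0.15 at other probe sets), CXCL8 (-1.62) and S100A3 (-0.76). Where 1 line lay near the background the log2 5 floor left smaller differences, of 2.81 for both UGT2B17 and ACP3, -3.98 for CAV1, -2.86 for CAV2, -2.48 for CD44 and -4.67 for PLAU. The homeobox gene HOXB13 was called higher in LNCaP (0.42, adjusted p = 0.0184), but not without LNCaP GFP replicate 1 (0.38, adjusted p = 0.0886) nor under median centring (0.14, adjusted p = 0.389). EGFR was called higher in PC3 (-0.43, adjusted p = 0.0366), a call lost without PC3 GFP replicate 1 (-0.26), PC3 Notch1 replicate 1 or 2 (-0.43, adjusted p = 0.0536), LNCaP GFP replicate 1 (-0.49) or LNCaP GFP replicate 2 (-0.37). AXL (-0.09, with -2.45 and -1.62 at other probe sets), IL6 (-0.17), KRT7 (0.22, and -0.06 under median centring) and SPDEF (-0.10) were not past the test, although AXL, IL6 and SPDEF were called higher in PC3 under median centring. In all, 7386 probe sets (58.8%) differed, 5067 higher and 2319 lower in LNCaP. The median difference of all probe sets was 0.22, and -0.06 after median centring, and the share of calls higher in LNCaP went from 68.6% to 46.3% with centring and 49.1% with quantile normalization.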

Values the study reported

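From its microarray data the study reported fold changes with activated Notch1 in PC3 cells of 3.3 for the p21 transcript (CDKN1A) and 2.9 for that of Smad3. These come from the same arrays, so they are not independent of the values given above. In its network analysis of both lines, 57% of the objects induced by Notch activation (559 of 982) and 54% of the suppressed objects (460 of 849) belonged to prostatic neoplasms.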

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

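The tests of other MAP2K5 probe sets, of signal from the GFP construct and of PC3 RNA in the LNCaP arrays, the highest array values and starting levels set beside the ceiling test, and the floor at log2 5 for named genes, were chosen only after the results were seen. For 86 of the 106 named genes the Notch1 effect differed between the lines by limma's test of the difference itself (adjusted p under 0.05). This share is high by construction, since the rule named genes for large changes and differences, and over all probe sets it was 14.2%. In log2 units, the LNCaP effect was more positive than the PC3 effect for 41 of them: CLEC2B 4.39, SCGN 3.91, TNFSF10 3.63, TP53I3 3.56, SCGB1A1 3.55, CITED1 3.34, ANXA1 3.08, MMP1 3.005, OAT 2.98, GSN 2.41, TTK 2.34, CDK1 2.28, MMP13 2.22, H1-2 1.99, ANXA10 1.95, LPAR1 1.86, FN1 1.81, C5 1.80, ITGB4 1.77, SNAI2 1.75, IFI44 1.66, MCM4 1.60, COL5A2 1.55, ACTA2 1.53, CCND1 1.52, H2AX 1.51, RRM2 1.46, BUB1 1.46, CDC6 1.44, TFF1 1.34, NTS 1.33, P4HA2 1.32, SFN 1.11, ID1 1.03, DSP 0.99, CDKN2A 0.98, HIF1A 0.86, OAS1 0.84, CDKN2B 0.78, ITGB2 0.71 and RGS2 0.68. It was more negative for 45: SERPINB3 -6.73, CXCL6 -4.42, CYP1B1 -3.96, ROR1 -3.26, CXCL8 -3.26, CSN1S1 -3.14, SSBP2 -2.74, PRUNE2 -2.63, PLCB4 -2.54, ADGRG6 -2.43, PKP2 -2.38, SIK1 -2.33, PLK2 -2.27, PIK3R1 -2.20, LRBA -2.12, NCAM2 -2.09, HERPUD1 -2.03, ENDOD1 -2.03, CXCL2 -2.01, KLF6 -1.99, CEBPB -1.97, UGT2B17 -1.96, DDIT3 -1.81, RAMP1 -1.70, TIMP1 -1.65, CDKN1A -1.64, ACP3 -1.58, JAG2 -1.44, KLK2 -1.37, ABCC4 -1.33, CAV2 -1.30, SQLE -1.19, UGT2B15 -1.14, KRT15 -1.08, H2BC21 -1.002, S100A2 -0.96, DUSP2 -0.93, INSIG1 -0.93, CD44 -0.92, SCD -0.90, SMAD3 -0.84, CCN2 -0.80, TMPRSS2 -0.72, CLDN3 -0.70 and S100A3 -0.67.

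The difference was called without each array in turn for 69 of the 86 genes. CCN2 (-1.05 to -0.56), CDKN2B (0.59 to 0.96) and ITGB2 (0.58 to 0.85) lost it without any array except PC3 GFP replicate 2. The call was kept without only 2 arrays each for CLDN3 (-0.88 to -0.52, kept without PC3 GFP 1 or LNCaP Notch1 1), DSP (0.73 to 1.25, PC3 GFP 2 or LNCaP GFP 2), S100A3 (-0.83 to -0.50, PC3 GFP 2 or PC3 Notch1 2) and TMPRSS2 (-0.87 to -0.57, PC3 GFP 1 or PC3 Notch1 2). OAS1 (0.63 to 1.05) and RGS2 (0.58 to 0.77) lost it without any of PC3 Notch1 1 and 2, LNCaP GFP 2 and LNCaP Notch1 1 and 2, and HIF1A (0.63 to 1.10) without PC3 Notch1 1 or any LNCaP array. SMAD3 (-1.03 to -0.65) lost it without PC3 GFP 2, PC3 Notch1 1, LNCaP GFP 1 or either LNCaP Notch1 array, INSIG1 (-1.16 to -0.70) without PC3 Notch1 2, LNCaP GFP 2 or either LNCaP Notch1 array, and BUB1 (0.96 to 1.95) and SNAI2 (1.19 to 2.30) without any Notch1 array of either line. CAV2 (-1.59 to -1.004) lost it without PC3 Notch1 2 or LNCaP Notch1 1, SCD (-1.05 to -0.74) without PC3 Notch1 1 or LNCaP Notch1 2, and KLK2 (-1.68 to -1.05) without LNCaP Notch1 2. With the log2 5 floor 58 of the 86 differences kept their call and sign, 25 lost the call, 12 of them with an unchanged value, and BUB1 (-0.17), NTS (-0.60) and PLK2 (0.34) changed sign. Of those lost, MMP13, C5, PKP2 and ITGB2 were left at 0.00, MMP1 at 0.11, TTK at 0.17, CDC6 at 0.60, CXCL2 at -0.79 and PLCB4 at -0.90. Called differences that moved by over 1.5-fold were those of SERPINB3 (-3.78), CXCL6 (-3.72), CLEC2B (3.62), CYP1B1 (-2.08), OAT (2.07), CSN1S1 (-1.55), TNFSF10 (1.47), ADGRG6 (-1.38) and RGS2 (1.57).

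Differences of 10 lists passed camera, with medians of 0.73 for S phase, 1.59 for G2 and mitosis, 0.37 for hypoxia response, 0.26 for stromal cells and 0.36 for leukocytes, and of -0.41 for androgen response, -0.76 for amino acid and ER stress response, -0.55 for sterol and fatty acid synthesis, -0.23 for immediate early genes and -0.93 for LNCaP identity. With an estimated correlation only S phase and G2 and mitosis stayed called (adjusted p = 0.0466 each), and the other 8 had an adjusted p of 0.0685 to 0.443. Among the Affymetrix control probe sets, which the tests of genes and lists left out, several lay higher with Notch1 than with GFP. In PC3 these were the 5' set of 18S ribosomal RNA (0.70) and the 5' and middle sets of the transferrin receptor TFRC (0.56 and 0.54), whereas the middle and 3' sets of 18S lay lower (-0.71 and -0.67). In LNCaP they included the 5' and middle sets of 18S (1.13 and 0.61), the 5' set of TFRC (0.57) and the 5' and middle sets of 28S ribosomal RNA (2.05 and 0.82). All 10 of these changes kept their sign under median centring and quantile normalization.

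The probe set of MAP2K5, a kinase of the ERK5 pathway, that fell in both lines went from a mean of 12.8 to 3.50 in PC3 and from 14.1 to 4.77 in LNCaP. Loss of the transcript is argued against by the other 4 probe sets of the gene, whose median change over both lines was 0.059 (SD 0.23). Signal that this probe set took from the GFP control construct is a candidate explanation that stays open. The difference of -0.063 (SE 0.42) between the lines does not decide it. The probe set lay under log2 5 on 3 of the 4 Notch1 arrays, so background limits the size of the fall. With the floor the fall was -7.77 in PC3 and -9.07 in LNCaP. The probe set also had the highest value of both LNCaP GFP arrays, and whether a ceiling limited the LNCaP fall was not tested. In PC3 GFP it read 12.75 and 12.79 on arrays that reached 14.50 and 14.56, so it lay below the highest signal there. The paper describes a Notch1 retrovirus that also carries GFP, among other Notch1 vectors, and does not state which vector was used for the arrays. The construct sequence was not compared with the probes.

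The G2 and mitosis list rose in LNCaP (median 1.59) and not in PC3 (-0.09), where it started higher: its median level was 6.69 in LNCaP GFP, 8.28 in LNCaP Notch1, 8.65 in PC3 GFP and 8.64 in PC3 Notch1. Array scaling alone is argued against, since the median difference between lines was 1.49 after centring and 1.74 after quantile normalization. So is PC3 RNA on the LNCaP Notch1 arrays, since the 26 probe sets at least 6 log2 units higher in PC3 GFP had a median change of 0.11 in LNCaP (interquartile range 0.22), and a signal ceiling in PC3 is argued against by the PC3 arrays reading up to 14.4 or more, above the list's range of 4.26 to 11.7, and by 2-fold rises of 119 probe sets that started in that range, although only 15 of these started above the list's median. All 29 members were called lower in LNCaP GFP than in PC3 GFP, and a lower growth rate of the LNCaP GFP cultures, the effect of Notch1 and other biology of the lines may each account for the pattern, none of which was tested.

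The LNCaP response ran against the baseline difference between the lines, with a covariance of -0.172 across probe sets (r = -0.298). Both contrasts share the LNCaP GFP arrays, but 100 simulations of unchanged arrays gave covariances of only -0.0114 to -0.0104 (r = -0.518 to -0.473), and with separate GFP arrays in the 2 contrasts the covariances were -0.143 and -0.176 (r = -0.242 and -0.294). Given the LNCaP GFP level, the LNCaP change had a partial correlation of 0.280 with the PC3 GFP level (0.259 to 0.319 without 1 array). This cannot decide on a limit by which low genes can only rise, since a high PC3 level may also mark probe sets able to give signal. That limit stays open. PC3 RNA is argued against by the median change of 0.11 (interquartile range 0.22) given above. A deviation shared by both LNCaP GFP arrays and the way the lines were normalized remain open as well. A shift of LNCaP toward genes that PC3 expresses more is a hypothesis that was not tested and may be followed up. The 26 probe sets behind the median change of 0.11 did not show such a shift. The PC3 identity list had a median change of 0.09 in LNCaP, called by fry (adjusted p = 0.00567) and not by camera (adjusted p = 0.109).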

How the results depend on the processing

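The floor at log2 5 for named genes and the alternatives for the genes under the other observations were chosen after the data were seen, and all others before. Of 242 values of named genes (224 called), median centring left 234 with the same sign and side of the threshold, quantile normalization 230 and the log2 5 floor 179. Of the 60 calls lost with the floor 34 had an unchanged value (within 0.005), so that the estimate of spread and the adjustment changed there and not the value (prior degrees of freedom went from 6.37 to 0.386). Of 121 values at other probe sets of the named genes 74 stayed the same, and of 1936 values without 1 array 1767 did. Of 72 list tests (28 called), 68 were the same with median centring, 65 with quantile normalization, 68 above the 25th percentile of level, 67 with the mean of a gene's probe sets and 524 of 576 without 1 array. Signal near the background limits the values that the floor moved, and the cause of the other changes was not tested.

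Median centring gave 3323 baseline probe sets higher in LNCaP and 3852 lower, and quantile normalization 3599 lower. Among probe sets above the median of mean level, where fewer were tested, 2-fold changes numbered 93 higher and 19 lower in PC3 and 177 and 138 in LNCaP, 2390 baseline probe sets were higher, and the correlation between lines was 0.215. The log2 5 floor gave 208 rises and 139 falls in PC3 (85 rises of 2-fold), 730 falls in LNCaP, 512 positive and 551 negative differences, 3054 baseline probe sets higher, and 51 raised and 20 lowered in both lines. Treat against a log2 change of 0.5 gave 106 and 28 in PC3, 260 and 215 in LNCaP, 169 and 209 differences, 2498 and 1226 at baseline, and 20 and 4 shared. With only the PC3 arrays the counts were 350 and 120. With the replicate number as a block, which changed no other call of a list or named gene than those given with it here and in the report, 919 rises and 588 falls were called in PC3, 1445 positive differences, and 225 raised and 91 lowered in both lines. Called lists numbered 1 in PC3, 3 in LNCaP and 2 for the difference with an estimated correlation, and 15, 17 and 14 by fry. Among named genes the block changed 1 call, that of the EPAS1 difference (0.61, adjusted p = 0.0173).

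Signs turned in a few places. With the log2 5 floor they did for the differences of BUB1 (-0.17), NTS (-0.60) and PLK2 (0.34), and with median centring for the KRT7 baseline difference (-0.056). Other probe sets gave opposite signs for CAV2 (-0.10 in PC3 and 0.11 for the difference), CD44 (-0.034 and -0.038 in PC3, 0.028 and 0.17 for the difference), EPAS1 (-0.039 in PC3), KLK3 (0.052 in LNCaP), PLCB4 (0.0079 in LNCaP), MAP2K5 (0.063 in PC3 and 0.47, 0.054, 0.37 and 0.19 in LNCaP), and the baseline differences of KRT7 (-0.50) and MET (0.15). The direction of a list test turned for ribosomal proteins in PC3, LNCaP and the difference with quantile normalization (medians -0.029, 0.030 and 0.039) and with fry (-0.015, -0.0052 and -0.0019), for the Notch pathway in PC3 above the 25th percentile of level (-0.13) and with the block (-0.11), for the TGF-beta difference with fry (0.069), and with the mean of a gene's probe sets for G2 and mitosis in PC3 (-0.081) and the mesenchymal difference (0.067).

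Without 1 array, rises numbered 187 to 1003 in PC3 (132 to 281 of 2-fold) and 539 to 1196 in LNCaP, falls 64 to 691 and 638 to 1350, positive differences 400 to 1348, negative ones 550 to 1316, and shared rises and falls 48 to 224 and 18 to 61. The lowest of these PC3, difference and shared counts came without a PC3 Notch1 array, except the 132 rises of 2-fold (without PC3 GFP replicate 1), and the highest without PC3 GFP replicate 2. The correlation of the lines was 0.0798 to 0.201. Values that changed sign without 1 array ranged from -0.060 to 0.34 for CXCL6, -0.16 to 0.14 for CYP1B1 and -0.22 to 0.085 for SERPINB3 in LNCaP, from -0.021 to 0.44 for TNFSF10 and -0.17 to 0.021 for TP53I3 in PC3, and from -0.23 to 0.032 for the SPDEF baseline. List medians whose test turned ranged from -0.10 to -0.034 for junctions, -0.11 to -0.070 for G2 and mitosis, -0.16 to -0.055 for histones and -0.038 to 0.018 for ribosomal proteins in PC3, from 0.0058 to 0.20 for leukocytes, 0.061 to 0.14 for NF-kB targets and -0.17 to 0.0049 for histones in LNCaP, and from 0.13 to 0.26 for mesenchymal, -0.27 to 0.16 for histone and -0.034 to 0.15 for TGF-beta differences.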

Other observations

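All genes in this part were chosen after their values were seen, as were the tests of them under other settings. Of 10 genes tried under those settings 8 are given, since EFNB2 and TSPAN8, and the differences between lines of ADA, BMP6, CXCR4 and SPARC, were left out after their values there had been seen, so the stability of the calls given here is in part a result of that choice. Besides the genes named above, these rose in both lines. IGFBP3, a carrier of insulin-like growth factors, rose by 2.80 in PC3 (SE 0.16, adjusted p = 2.26e-06) and by 1.71 in LNCaP (adjusted p = 3.89e-05), and 2.66 and 1.68 at another probe set. BMP6, a bone morphogenetic protein, rose by 2.09 and 2.22, and ADA, adenosine deaminase, by 1.98 and 2.78, each with a like value at another probe set (1.94 and 2.25, and 2.01 and 3.003). SERPINI1, a neuronal protease inhibitor, rose by 1.91 and 3.15, CXCR4, the receptor of the chemokine CXCL12, by 1.49 and 2.16, and SPARC, a matrix protein that is also in the mesenchymal list, by 1.56 and 1.32. These calls held without each array in turn, and with the log2 5 floor except for CXCR4 in PC3 (1.22, adjusted p = 0.0703). By limma's test of the difference the rise of SERPINI1 was larger in LNCaP (1.24, adjusted p = 0.00796) and that of IGFBP3 in PC3 (-1.10, adjusted p = 0.00928), although with the floor, which left both values as they were, the adjusted p was 0.0875 and 0.0819, and the call of IGFBP3 was also lost after quantile normalization (-0.73, adjusted p = 0.0512).

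ATF3 and LMNB1 went opposite ways in the lines. ATF3, a stress-induced transcription factor in both the ER stress and immediate early lists, rose by 0.93 in PC3 (SE 0.12, adjusted p = 0.00108) and fell by 0.78 in LNCaP (adjusted p = 0.00119), a difference of -1.71 (adjusted p = 0.000139). With the floor its PC3 value was 0.33 (adjusted p = 0.143) and the difference -1.11 (adjusted p = 0.0131). LMNB1, lamin B1 of the nuclear envelope, fell by 0.68 in PC3 (adjusted p = 0.00799), but not past the test without PC3 Notch1 replicate 2 (-0.60, adjusted p = 0.0975), and rose by 1.42 in LNCaP (adjusted p = 1.94e-05), a difference of 2.10 (adjusted p = 5.60e-05). Opposite calls in the lines did not exceed chance in number, as reported above.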
